# Global early replication disrupts gene expression and chromatin conformation in a single cell cycle

**DOI:** 10.1186/s13059-022-02788-7

**Published:** 2022-10-17

**Authors:** Miguel M. Santos, Mark C. Johnson, Lukáš Fiedler, Philip Zegerman

## Abstract

**Background:**

The early embryonic divisions of many organisms, including fish, flies, and frogs, are characterized by a very rapid S-phase caused by high rates of replication initiation. In somatic cells, S-phase is much longer due to both a reduction in the total number of initiation events and the imposition of a temporal order of origin activation. The physiological importance of changes in the rate and timing of replication initiation in S-phase remains unclear.

**Results:**

Here we assess the importance of the temporal control of replication initiation using a conditional system in budding yeast to drive the early replication of the majority of origins in a single cell cycle. We show that global early replication disrupts the expression of over a quarter of all genes. By deleting individual origins, we show that delaying replication is sufficient to restore normal gene expression, directly implicating origin firing control in this regulation. Global early replication disrupts nucleosome positioning and transcription factor binding during S-phase, suggesting that the rate of S-phase is important to regulate the chromatin landscape.

**Conclusions:**

Together, these data provide new insight into the role of the temporal control of origin firing during S-phase for coordinating replication, gene expression, and chromatin establishment as occurs in the early embryo.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13059-022-02788-7.

## Background

Eukaryotic genomes are replicated from multiple start sites or origins. To ensure genome stability, these origins must initiate replication only once during the cell cycle. Strict initiation control first involves the loading of the inactive replicative helicase (Mcm2-7) onto DNA only in late M/G1 phase, in a process called licensing. Initiation at these licensed origins can then only occur during S-phase, due to the activation of S-phase cyclin-dependent kinase (S-CDK) and Dbf4-dependent kinase (DDK). DDK phosphorylates the loaded Mcm2-7 helicase, which drives the recruitment of Sld7/Sld3 (MTBP/Treslin in humans) and the helicase activating protein Cdc45, while CDK phosphorylates Sld3 and another protein Sld2 (RecQL4 in humans), driving interactions with Dpb11 (TopBP1 in humans), DNA polymerases, and other factors to form active replisomes and initiate replication [1].

In most eukaryotic cells, origins do not all fire at the beginning of S-phase. Although all origins are licensed in G1 phase, only a fraction of these (10% in mammalian cells) will be activated during a normal S-phase [2]. For those origins that fire, their activation occurs as a continuum throughout S-phase, resulting in differences in the timing of genome replication. This temporal order of genome duplication is known as the replication timing (RT) programme. Importantly, this RT programme is evolutionarily conserved between related species [3], is consistent within particular cell types [4], and changes during development [5], differentiation [6], and disease [7].

In budding yeast and metazoa, the signal for early or late replication is established in G1 phase during licensing [8, 9]. Several studies suggest that the establishment of RT is dependent on the regulation of the chromatin context of origins [10–13] and early origins differentially bind to the origin recognition complex (ORC) [14, 15] and load more Mcm2-7 [16]. We and others have shown that a critical determinant of origin timing is the ability of licensed origins to compete for a limiting pool of initiation factors [17, 18]. The activatory subunit of DDK, Dbf4, and the two critical CDK targets, Sld3 and Sld2, and their binding partner, Dpb11 are stoichiometrically limiting for initiation in budding yeast, and over-expression of these factors, together with the Sld3 partner proteins, Sld7 and Cdc45, is sufficient to allow the early firing of late and dormant origins in yeast [18]. Importantly, the vertebrate orthologues of these factors are also rate-limiting for replication initiation during early embryonic divisions [19]. Direct recruitment and inhibition of these limiting initiation factors can also influence replication timing, for example kinetochores and the forkhead box transcription factors Fkh1/Fkh2 can drive the early firing of subsets of origins by directly recruiting Dbf4 [20, 21], while conversely Rif1 counteracts DDK activity to delay RT in late-replicating domains [22].

Although differential replication timing of the genome was identified over 50 years ago [23] and RT is dramatically altered during differentiation and development [5, 6], the functional importance of the RT programme is still very poorly understood. Over-expression of limiting replication initiation factors, causing the early firing of many origins in budding yeast, results in cell lethality [18], strongly suggesting that ordered origin firing is important. In many organisms including humans, mouse, and *Drosophila* there is a positive correlation between early replication and the probability of gene expression [24], while in budding yeast only the highest expressed genes tend to be earlier replicated and the lowest expressed genes tend to be late replicated [25]. Despite this, whether early replication is a cause or a consequence of gene expression is not clear. Recently, it was shown that perturbations in RT caused by loss of Rif1 in human cells is coupled with alterations in histone modifications and 3D chromatin compartments, but only causes a limited effect on gene expression [26]. In yeast however, early replication of the histone genes is required for their maximal expression in S-phase [27].

Here we take advantage of our system that conditionally over-expresses limiting replication initiation factors in budding yeast [18] to determine the relationship between perturbations in DNA replication timing and gene expression in a single cell cycle. By driving the early replication of the majority of the genome, we observe dramatic changes in the expression of over a quarter of yeast genes during S-phase. Early genomic replication causes concomitant changes in chromatin dynamics and transcription factor binding events during S-phase. This study provides new insight into the importance of ordered origin firing, with implications for how replication rate can influence gene expression and the chromatin landscape.

## Results

### Over-expression of limiting replication initiation factors causes global early replication

To perturb replication timing genome-wide in a single cell cycle, we took advantage of our conditional system in budding yeast that over-expresses six limiting replication factors Sld2, Sld3, Dpb11, Dbf4, Cdc45, and Sld7 (abbreviated to SSDDCS) upon the addition of galactose [18]. Galactose induction of the *SSDDCS* strain speeds up S-phase, as measured by flow cytometry, but also leads to the depletion of the dNTP pool, which causes activation of the DNA damage checkpoint [18]. To advance replication timing without activating the checkpoint, we performed all experiments with strains containing a null mutation of the ribonucleotide reductase inhibitor *SML1.* The *sml1∆* mutation increases the dNTP pool and overcomes the galactose-induced checkpoint activation in the *SSDDCS* strain [18].

To determine the genome-wide impact of over-expression of the limiting replication factors on DNA replication timing in a single cell cycle, we analyzed replication progression by DNA sequencing and copy number analysis. For this, the *sml1Δ* and the *sml1Δ SSDDCS* strains were synchronized in G1 using the mating pheromone alpha factor, galactose was added to these G1 arrested cells for 30 min, and then cells were released into a synchronous S-phase in the presence of galactose, whereby samples were collected every 5 min to generate libraries for whole genome sequencing. To determine the replication dynamics of these strains, the ratio of mapped reads at each timepoint compared to the G1 sample (copy number) was calculated for each genomic 1-kb bin, as described [28]. The median replication time (*T*_rep_) for each 1-kb bin was determined by fitting a sigmoidal curve to the copy number profile from each bin and extracting the time (in minutes after G1 release) at which each bin is half-way between one and two copies. Replication profiles were generated by plotting the *T*_rep_ values along the corresponding chromosome position, followed by smoothing using a moving average (Fig. 1A—only Chromosome VIII is shown). From such a profile, the peaks (local minima of *T*_rep_) represent origins of replication and troughs (local maxima of *T*_rep_) are termination zones (note that for these analyses the y-axis is inverted so that origins are peaks—Fig. 1A). As expected [18, 29], SSDDCS over-expression advances the replication timing of all origins across the whole chromosome, including stimulating the firing of normally passively replicated origins, such as ARS810 and ARS821 (Fig. 1A).

**Fig. 1:**
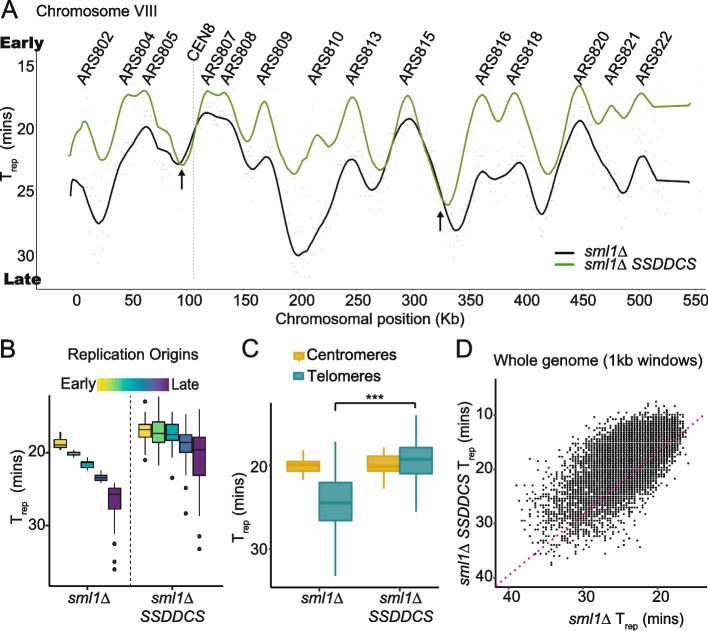
Over-expression of limiting initiation factors causes global early replication. **A ***T*_rep_ values were plotted from the indicated strains along the corresponding chromosome positions to generate genome-wide replication profiles and smoothed using a moving average. Chromosome VIII is shown here as an example. The *y*-axis is flipped so that early replicating regions are at the top of the plot and late-replicating regions at the bottom. The location of annotated origins (ARS) is shown above. Overall, all origins fire earlier in the *SSDDCS* strain. Arrows indicate termination zones that have a delayed *T*_rep_ in the *SSDDCS* strain. **B** Distribution of *T*_rep_ values for all origins divided into quintiles according to *T*_rep_ values from the *sml1Δ* strain. **C** Box and whisker plot of the *T*_rep_ values for all centromeres and telomeres (within 50kb of chromosome ends).*** *p*-value = < 2.2e−16, Welch two-sample *t*-test. Centromeres were not significantly affected by SSDDCS over-expression (*p*-value = 0.9578, Welch two-sample *t*-test). **D** Scatterplot of the *T*_rep_ values for the whole genome in 1-kb bins. Red dashed line is the line of equal *T*_rep_ between the *sml1Δ* and *sml1Δ SSDDCS* strains

To address whether all origins genome-wide were equally affected by over-expression of limiting factors, replication origins were divided into quintiles according to their *T*_rep_ in the control strain (Fig. 1B). This analysis demonstrated that all groups of origins replicate earlier on average upon SSDDCS over-expression, with later origins having a greater advance in replication timing than early origins (Fig. 1B). This is consistent with our previous data that there is less capacity for the earliest origins to fire even earlier when limiting factors are over-expressed [18], as the transition from G1 to S-phase and activation of DDK and CDK is still required before an origin can fire. In the *SSDDCS* strain, the first three quintiles of origins fire at the same time, showing that at least 60% of all origins fire at the very earliest time in S-phase (Fig. 1B). The two latest quintiles of origins, although not advanced as much as the earliest origins, still fire as early as the majority of early origins in the wild type strain (see for example ARS821 in Fig. 1A). Therefore, SSDDCS over-expression drives the early firing of almost all origins in yeast.

In budding yeast, the telomeres are among the latest replicating regions of the genome, while the centromeres are among the earliest replicating due to the direct recruitment of limiting replication factors to centromeres [21]. Consistently with Fig. 1B, SSDDCS over-expression does not induce centromeres to replicate even earlier, but does drive the early replication of telomeres, such that these regions now replicate at the same time as centromeres (Fig. 1C). Analysis of the whole genome as 1-kb bins reveals that the vast majority of the genome is replicated earlier upon SSDDCS over-expression (Fig. 1D, above magenta line). Despite this, some sites are replicated later after SSDDCS over-expression (Fig. 1D, below magenta line). We have previously shown that high rates of initiation cause topological defects, due to the overwhelming of topoisomerase activities, resulting in delays in termination [30]. Such delayed termination sites are indeed visible on the *T*_rep_ plots (black arrows, Fig. 1A). Apart from these small number of termination zones, the SSDDCS over-expression strain clearly induces the early replication of the majority of the genome in a single cell cycle.

### Global early replication perturbs the transcription of over a quarter of the genome in a single cell cycle

To analyze the impact of advanced replication on gene expression during a single cell cycle, samples were collected for whole transcriptome sequencing (RNA-seq) from synchronized cells as in Fig. 2A. Notably, the advanced S-phase in the *SSDDCS* strain was not caused by differences in the G1-S transition, which are highly similar between strains as determined by budding index and the expression of G1 and S-phase cyclins (Additional file 1: Fig. S1), but instead are likely due to the advanced global replication in this strain (Fig. 1). A principal component analysis (PCA) of the gene expression changes during advanced replication timing revealed the absence of batch effects between biological replicates (Additional file 1: Fig. S2). To address a role for replication timing in gene expression control, each timepoint was compared between the two strains using DESeq2 [31]. Note that due to the over-expression of the six factors in the *SSDDCS* strain, these six genes were excluded from all downstream analyses. Genes were considered up- or downregulated in the *SSDDCS* strain if the log_2_ normalized fold-change (*SSDDCS sml1Δ* / *sml1Δ*) was above or below 0 respectively and if the adjusted *p*-value or false discovery rate (FDR) was below 0.01 (DESeq2 Wald test). Using this approach, a large number of genes were differentially expressed (DE) in the *SSDDCS* strain in a single cell cycle (Fig. 2B). Importantly, the majority of these expression changes occur after 20 min, suggesting that S-phase is required for these differences (Fig. 2B). Notably, the number of DE genes was greatly reduced by the end of the time course, suggesting that any changes in expression are resolved before the next cell cycle (Fig. 2B).

**Fig. 2:**
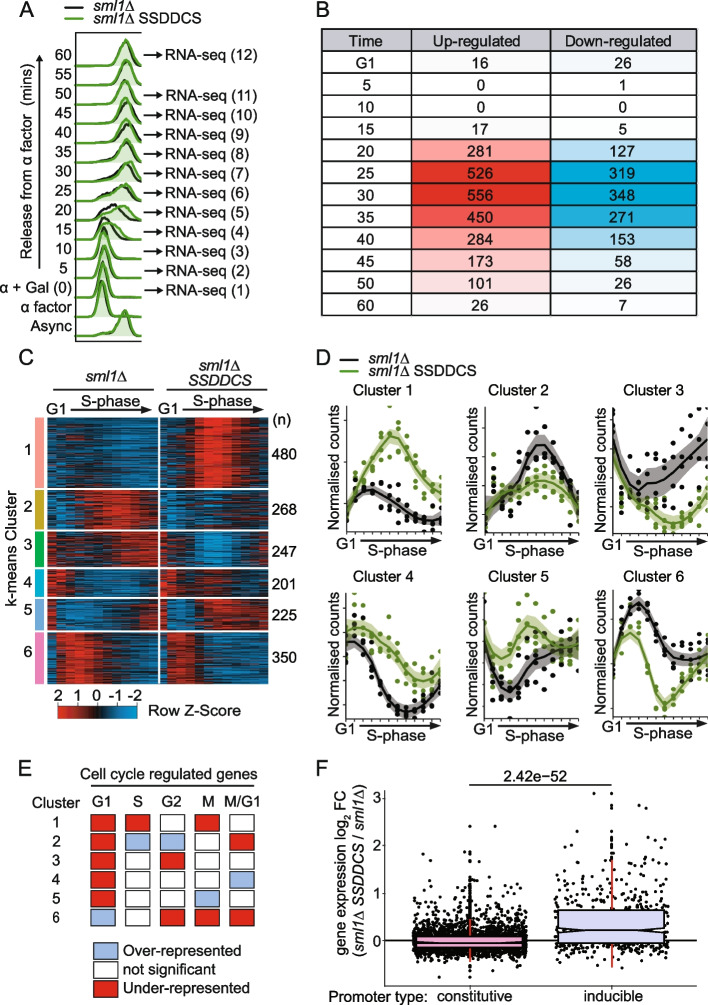
Global early replication perturbs the expression of 27% of genes in one cell cycle. **A** Overlay of the flow cytometry between the *sml1Δ* and *sml1Δ SSDDCS* strains arrested in α factor and released into S-phase in galactose. The timepoints (1-12) used to generate time-resolved RNA-seq libraries are indicated. **B** Table showing the number of differentially expressed genes at each of the 12 RNA-seq timepoints between the *sml1Δ* and *sml1Δ SSDDCS* strains. Cells are color-coded based on the number of DE genes on each timepoint. **C** Heatmap of 1771 genes that are differentially expressed (DE) between the two strains in one or more timepoints after G1. Each row corresponds to one individual gene and each column to one timepoint (G1 to 60 min from left to right, respectively). Genes were clustered according to their expression profiles using k-means clustering. The expression levels were z-scored and normalized by row. The maximal and minimum expression are colored in red and blue, respectively. **D** Normalized read counts per timepoint using DESeq2 size factors for one illustrative gene from each DE cluster from **C**. **E** Table showing k-means clusters from **C** with the statistically significant (*p*-value <0.05) over- (blue) or under- (red) representation of genes designated to be cell cycle regulated according to [32]. *p*-values were calculated using binomial probability tests. **F** Box and whisker plot of the log_2_ time course-averaged expression fold-change for *sml1Δ SSDDCS* / *sml1Δ* strains of genes separated into constitutively expressed or inducible according to [33]

Taking advantage of the temporal resolution of this dataset, we analyzed the expression pattern of each gene during the cell cycle, using the DESeq2 likelihood ratio test (LRT) [31]. A significant FDR from this test identifies genes that show a difference between the two strains at one or more timepoints after G1 phase. Using this approach, a total of 1771 genes were identified as differentially expressed, representing ~27% of the genome. From this list, k-means clustering was used to group genes with similar expression profiles (Fig. 2C,D). This clustering predominantly segregated genes by their normal periodic expression [32] (Fig. 2E), for example Cluster 2 genes are significantly over-represented in S/G2 expressed genes. As the k-means clusters indicated that the genes that are differentially expressed in the *SSDDCS* strain are dynamically regulated even in a wild type strain (Fig. 2D), we wondered whether constitutively expressed genes, which do not change their expression under different conditions [33], might be less affected than inducible genes by advanced replication timing. Figure 2F shows that constitutively expressed genes show much less differential expression than inducible genes after early replication, consistent with the observation that these constitutive genes are refractory to environmental stimuli [33].

We wondered to what extent replication timing changes might be important for the gene expression changes that we observed (Fig. 2B–D). As SSDDCS over-expression causes the earlier replication of the majority of the genome (Fig. 1D), it was not surprising that all DE gene clusters, as well as non-DE genes are on average earlier replicated in the *sml1∆ SSDDCS* strain compared the *sml1∆* strain (Additional file 1: Fig. S3A). Analysis of the proximity of DE genes to origins revealed that clusters 1, 4, and 5 are on average more origin proximal than non-DE genes, and vice versa for the remaining clusters (Additional file 1: Fig. S3B). Clusters 1 and 4 show enrichment for genes that are proximal to the normally late-replicating telomeres, although the majority of DE genes are not telomeric (Additional file 1: Fig. S3C). Interestingly, given that centromeres do not show replication timing changes in the *SSDDCS* strain (Fig. 1C), centromeres are not enriched for DE genes from any of the k-means clusters (Additional file 1: Fig. S3D). This data suggests that earlier replication is likely to be necessary for the gene expression changes that we observe in the *SSDDCS* strain, but advanced timing is not sufficient for these changes as non-DE genes are also earlier replicating in the *SSDDCS* strain (Additional file 1: Fig. S3A).

The expression of some genes is directly affected by an increase in copy number during replication, such as the histone genes [27]. It has also been suggested that to maintain expression homeostasis during S-phase, the earliest S-phase genes are buffered against copy number changes through the histone acetyltransferase Rtt109 [34]. As early replication of the genome in the *SSDDCS* strain might affect gene expression by increasing the copy number of a gene in early S-phase, we wondered to what extent this might influence the differential expression we observe during advanced replication (Fig. 2C). Importantly, we observed no correlation between the genes that are DE in the *SSDDCS* strain and the *rtt109∆* sensitive or insensitive gene sets [34] (data not shown). In addition, the k-means clusters that are enriched for genes that are normally expressed in S-phase and G1/S-phase (clusters 2 and 6 respectively, Fig. 2E) show reduced expression after early replication (Fig. 2C,D), which is the opposite of what we would expect if copy number was affecting their expression. Finally, the differences in expression between *sml1Δ* and *sml1Δ SSDDCS* were significantly greater than 2-fold for many genes (in particular for Cluster 1, e.g., see Fig. 3A), again suggesting that the expression changes of these genes are not simply due to copy number changes. Together these data show that genome-wide early replication perturbs the normal expression of a large proportion of the genome in a single cell cycle.

**Fig. 3:**
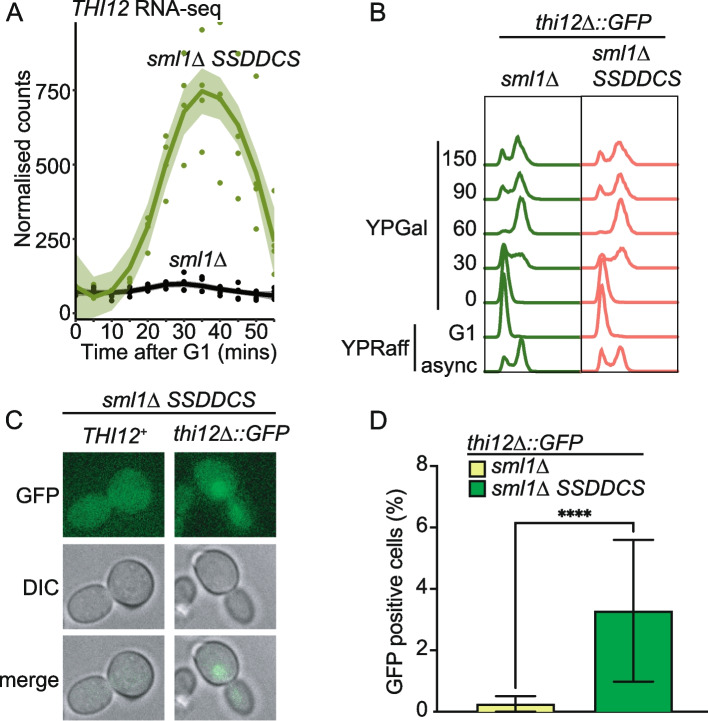
Single-cell analysis of early replication-induced gene expression. **A** RNA-seq data for *THI12,* a cluster 1 DE gene, from the data in Fig. 2C. **B** Flow cytometry of the time course for analysis of GFP expression from the *THI12* locus. **C** Representative images from the analysis of GFP expression at the 150-min timepoint. **D** Quantitation of GFP expression from the 150-min timepoint as in **C** for 3 independent experiments. *n*=755 and 1156 for *sml1∆* and *sml1∆ SSDDCS* respectively. Error bars are SD, *p*-value <0.001 from an unpaired *T*-test

### Single-cell analysis of early replication-induced transcription

From the RNA-seq analysis, we conclude that altering replication timing globally affects the expression of many genes across a population of synchronized cells. We wondered whether the effect of replication timing on gene transcription was of sufficient magnitude to observe these expression changes in individual cells in a single cycle. For this, we replaced the *THI12* gene with *GFP* as a fluorescent proxy for *THI12* expression. *THI12* is a cluster 1 gene (Fig. 2C,D) that is highly expressed in the *SSDDCS* strain (Fig. 3A). We replaced *THI12* with a version of GFP that has a PEST degron from Cln2 to ensure that the protein is short-lived and an NLS to concentrate the protein in the nucleus and enhance the microscopy analysis [35]. We performed the same experiment as with the RNA-seq (Fig. 3B), except that we took later timepoints, due to the delay between GFP expression, translation and folding [35]. Using this system, we observed that GFP was not expressed in the *sml1∆* strain in galactose as expected, as *THI12* is not expressed in these conditions (Fig. 3A, D). However, in the *SSDDCS* strain, GFP was significantly expressed in approximately 3% of cells in a single cell cycle (Fig. 3C,D). Although only a small percentage of cells appeared positive, we do not know what threshold of GFP expression is necessary for a positive signal in this assay. Despite this, it is clear that early replication indeed affects gene transcription in individual cells in a single cell cycle.

### Delaying replication rescues aberrant transcriptional activation

If early replication is required for the aberrant gene expression that we observe (Fig. 2), then we predicted that if we could delay the replication of individual genes in the *SSDDCS* strain, we might be able to restore their normal expression. For this, we identified two cluster 1 genes, *IME2* and *NDT80*, that are highly expressed in S-phase in the *SSDDCS* strain, similar to *THI12* (Fig. 3A) and are also proximal to active origins (Fig. 4A,B). 

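To follow replication after origin deletion, genomic DNA was sequenced from synchronized cultures of 4 budding yeast strains of the W303 background. These were *sml1∆ SSDDCS* and *sml1∆* strains lacking ARS1008 and ARS1009, and *sml1∆ SSDDCS* and *sml1∆* strains lacking ARS816 and ARS818. Each strain gave 1 G1 sample and 11 samples, taken at 5, 10, 15, 20, 25, 30, 35, 40, 45, 50 and 60 min after release from the alpha factor arrest in galactose. There was 1 time course per strain, so no difference between strains below has a replicate check. The authors deposited, for every timepoint, the ratio of reads in that sample to reads in the G1 sample of the same strain per 1-kb bin, already scaled by the bulk value. The files hold between 11312 and 11328 bins per sample and no read counts, so the sequencing depth behind each ratio is unknown. From these ratios a logistic curve with asymptotes 1 and 2 was fitted to the 11 timepoints of each bin, and *T*_rep_ was taken as the time at ratio 1.5. The *sml1∆* and *sml1∆ SSDDCS* strains with all origins intact were not analysed here. The comparator at each locus was therefore the strain of the same *SSDDCS* status in which the other pair of origins was deleted. The time courses differed as a whole, with the *ars1008∆ ars1009∆* strain earlier than the *ars816∆ ars818∆* strain by a genome-wide median of 4.65 min in the *SSDDCS* pair and 3.50 min in the *sml1∆* pair, and this median was subtracted from every difference called a delay. *IME2* lies on Chr X from 221390 to 223327 and *NDT80* on Chr VIII from 356561 to 358444 in the R64 assembly of S288C. On Chr X the annotation places ARS1008 from 204029 to 204917 and ARS1009 from 228552 to 229043, on either side of *IME2*, and on Chr VIII it places ARS818 from 392180 to 392395. The 1-kb bin that contains ARS1008 was absent from all 22 files of the *ars1008∆ ars1009∆* strains and from 0 of the 22 files of the other strains.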

Taking advantage of the fact that replication origins are defined genetic elements in budding yeast (autonomously replicating sequences, ARS), we deleted the two neighboring ARS elements from the *IME2* locus (ARS1008/1009, Fig. 4A) and from the *NDT80* locus (ARS816/818, Fig. 4B). 

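In the *SSDDCS* pair, the 10 bins within 5 kb of the midpoint of *IME2* replicated 21.3 ± 2.65 min (SD over bins) later when ARS1008 and ARS1009 were deleted than in the *SSDDCS* strain that retains them. In the *sml1∆* pair the delay at *IME2* was 21.8 ± 2.71 min. Around *NDT80*, deletion of ARS816 and ARS818 gave a delay of 12.6 ± 2.38 min in the *SSDDCS* pair and 6.32 ± 4.66 min in the *sml1∆* pair. Among 10428 sliding windows of 10 bins outside the target regions, 0 had a delay as large as the target in any of these 4 comparisons. Neighboring windows overlap and are not independent, and the same windows served both loci with the sign exchanged. In the *SSDDCS* pair the largest such window was 4.84 min for the *ars1008∆ ars1009∆* strain and 3.77 min for the *ars816∆ ars818∆* strain. In the *sml1∆* pair these values were 7.00 and 5.38 min, so the *NDT80* delay without *SSDDCS* exceeded the largest window elsewhere by less than its SD over bins. When the locus ratio over the genome median was averaged over timepoints instead of *T*_rep_, 32 of 10766 windows were as low as *NDT80* in the *sml1∆* pair. Among the alternatives set before the data were examined, the *IME2* delay in the *SSDDCS* pair moved most when the genome median was not subtracted, which gave 16.6 min. In place of the fitted curve, the crossing of 1.5 by a running median of the ratios over 3 timepoints was also used. The *IME2* delay was 26.5 min with the last crossing, a choice made after the data were examined. It was 21 min with the first crossing, which was set before. The interval in which the delay, averaged over 11 bins, stayed above 5 min ran on Chr X from 184001 to 257000 in the *SSDDCS* pair and from 164001 to 262000 in the *sml1∆* pair. On Chr VIII it ran from 340001 to 407000 in the *SSDDCS* pair and from 350001 to 359000 in the *sml1∆* pair.

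**Figure D1:**
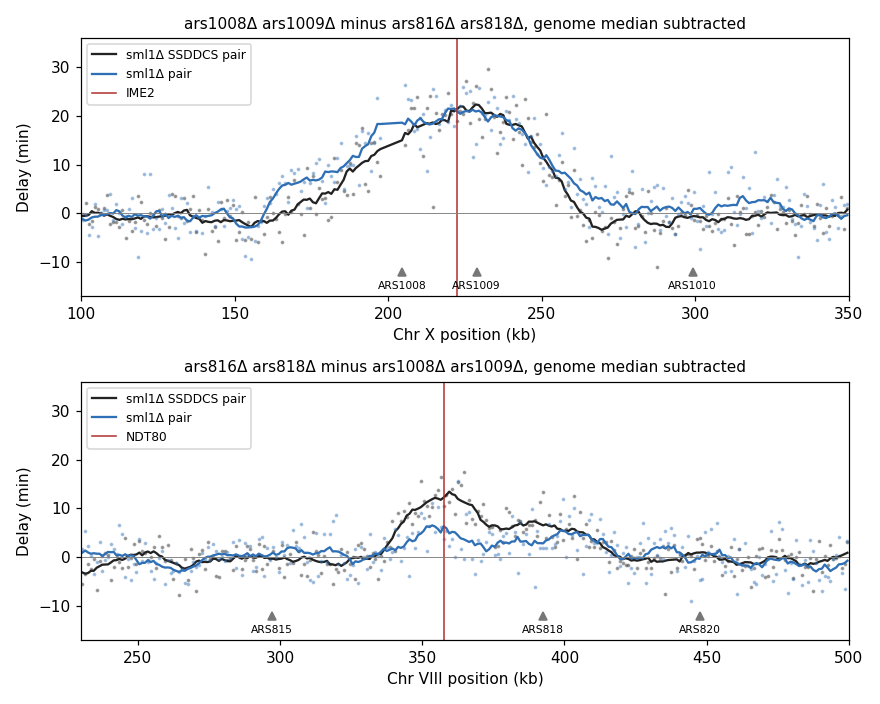
Delay in *T*_rep_ (min, vertical axes) against position in kb on Chr X (top) and Chr VIII (bottom), as the difference between the strain deleted at that locus and the strain deleted at the other locus, after subtraction of the genome-wide median. Points are 1-kb bins, lines are averages over 11 bins, black is the *SSDDCS* pair, blue is the *sml1∆* pair, and the vertical lines mark *IME2* and *NDT80*. Triangles are ARS1008, ARS1009 and ARS1010 on Chr X and ARS815, ARS818 and ARS820 on Chr VIII. Other annotated origins in these ranges are not drawn. The smoothed difference in the *SSDDCS* pair is highest beside the genes, at 22.3 min in the bin from 228001 to 229000 on Chr X and 13.4 min in the bin from 359001 to 360000 on Chr VIII.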

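Outside the target regions, which extend from ARS1007.5 to ARS1010 on Chr X and from ARS815 to ARS820 on Chr VIII, *T*_rep_ within 2 kb of the origin was compared at 333 annotated origins in the *SSDDCS* pair and 334 in the *sml1∆* pair. The median absolute difference, after subtraction of the genome-wide median, was 0.975 min with *SSDDCS* and 1.31 min without. With *SSDDCS*, 3 origins differed by over 5 min, all of them earlier in the *ars1008∆ ars1009∆* strain. These were ARS1200-1 in the ribosomal DNA on Chr XII (-6.81 min), ARS1023 on Chr X (-5.18 min) and ARS1521 on Chr XV (-5.16 min), the first pair measured in a single bin each. When 1 timepoint was left out, ARS1200-1 ranged from -11.38 to -0.9427 min. ARS1023 then ranged from -6.928 to -3.5 min and ARS1521 from -5.495 to -4.855 min. Without *SSDDCS*, 13 origins differed by over 5 min, 12 of them later in the *ars1008∆ ars1009∆* strain. These include the adjacent ARS302 and ARS303 on Chr III, which have the same value of 5.475 ± 3.025 min from 3 bins. They are therefore not separate measurements. The most delayed were ARS1023 (18.1 min), ARS1200-1 (14.9 min) and ARS319 on Chr III (11.2 min), each from 1 bin, and the most advanced was ARS1629 on Chr XVI (-11.4 min), also from 1 bin. Without the subtraction of the genome median, 192 origins differed by over 5 min in the *SSDDCS* pair and 78 in the *sml1∆* pair. Across all bins outside the target regions, the *T*_rep_ values of the paired strains had a correlation of 0.728 with *SSDDCS* and 0.718 without, computed across bins, which are not independent replicates.

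**Figure D2:**
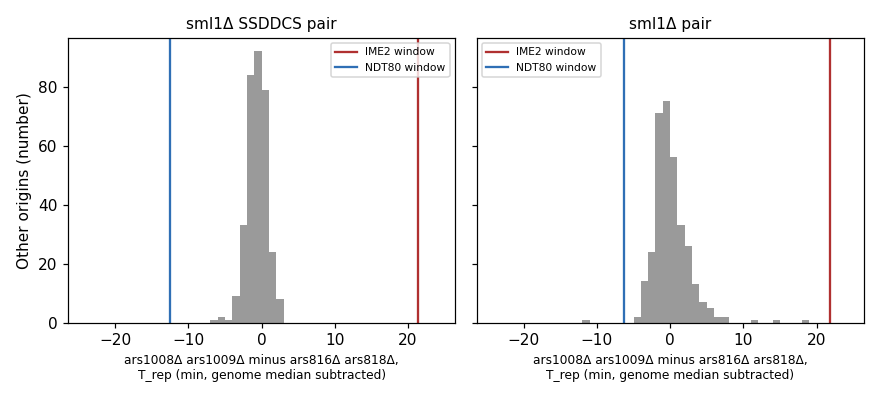
Number of annotated origins outside the target regions (vertical axis) by their difference in *T*_rep_ in min between the *ars1008∆ ars1009∆* and *ars816∆ ars818∆* strains after subtraction of the genome-wide median (horizontal axis, bars 1 min wide), for the *SSDDCS* pair (left) and the *sml1∆* pair (right). Vertical lines mark the windows at *IME2* (21.3 and 21.8 min) and *NDT80*, which lies to the left because the *ars816∆ ars818∆* strain is the later one there.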

Importantly, these ARS deletions specifically delayed the replication of the target locus (Fig. 4A,B), but the replication timing of all other origins remained similar between the strains (Additional file 1: Fig. S4). Analysis of the expression of the *IME2* and the *NDT80* genes by qPCR showed that these genes are not expressed in the *sml1∆* strain but are expressed in S-phase in the *sml1∆ SSDDCS* strain, as expected (Fig. 4C,D). 

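On the scale of each time course, the *IME2* locus had a *T*_rep_ of 35.6 min in the *SSDDCS* strain without ARS1008 and ARS1009, later than 99.9% of the bins of that strain. This value comes from the fitted curve, while the last crossing of 1.5 by the ratios was at 40.8 min. In the *SSDDCS* strain that retains these origins it had a *T*_rep_ of 19.0 min, later than 28.4% of bins. The *NDT80* locus had a *T*_rep_ of 29.8 min in the *SSDDCS* strain without ARS816 and ARS818, later than 97.6% of bins, and of 12.6 min, later than 14.0% of bins, in the *SSDDCS* strain that retains them. In the *sml1∆* strains that retain the neighboring origins, *IME2* was later than 18.6% of bins and *NDT80* later than 61.4%. The loci deleted for their origins in *SSDDCS* strains were later within their own time course than the same loci in *sml1∆* cells with these origins present. Expression of *IME2* and *NDT80* by qPCR was not analysed here.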

Significantly, deletion of the neighboring origins, which delays replication specifically of the *IME2* or the *NDT80* loci, completely abrogated the aberrant expression of these two genes in the *SSDDCS* strain (Fig. 4C,D). This experiment strongly suggests that it is the early replication of these loci that is critical for their aberrant S-phase expression.

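At 30 min after release the mean ratio to G1 over the 10 bins at *IME2* was 1.29 ± 0.0502 (SD over bins) in the *SSDDCS* strain without ARS1008 and ARS1009, when the genome median of that sample was 1.86. In the *SSDDCS* strain that retains these origins it was 1.90 ± 0.0874 against a genome median of 1.85. At *NDT80* the ratio at 30 min was 1.47 ± 0.111 in the *SSDDCS* strain without ARS816 and ARS818, with a genome median of 1.85, and 1.87 ± 0.0772 in the *SSDDCS* strain that retains them. In the *ars1008∆ ars1009∆* strains the *IME2* ratio did not rise steadily. With *SSDDCS* it was 1.48 at 15 min and 1.47 at 20 min, then 1.29 at 30 min, and it passed 1.5 between 40 and 45 min. In the *sml1∆* strain it was 1.31 at 20 min and 1.18 at 25 min. The ratios to which the sigmoid was fitted at *IME2* in these strains therefore did not increase at every timepoint. From the delayed replication of these loci, together with the loss of their expression in qPCR, the paper proposes that early replication of the loci is critical for their aberrant expression in S-phase.

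**Figure D3:**
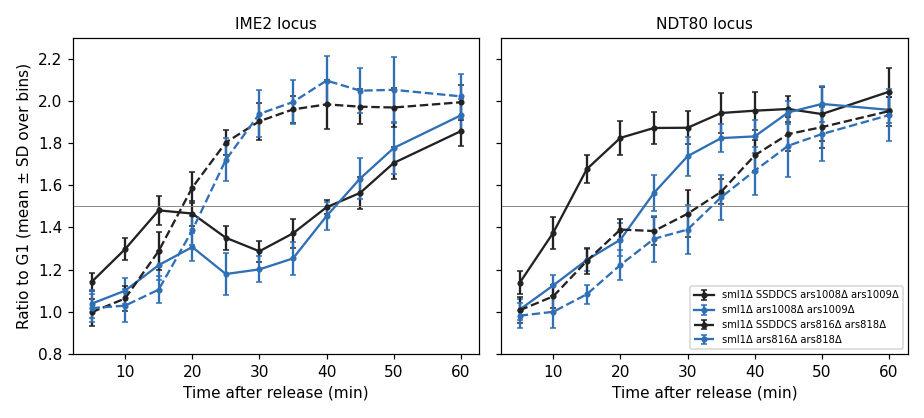
Ratio to the G1 sample (vertical axes) against time after release in min (horizontal axes) at the *IME2* locus (left) and the *NDT80* locus (right) in the 4 strains, as the mean over 10 bins with the SD over bins. Solid lines are the *ars1008∆ ars1009∆* strains, dashed lines the *ars816∆ ars818∆* strains, black lines *SSDDCS* and blue lines *sml1∆*, and the grey line is the ratio of 1.5 that defines *T*_rep_. The solid lines at *IME2* fall after 15 to 20 min before they rise.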

**Fig. 4:**
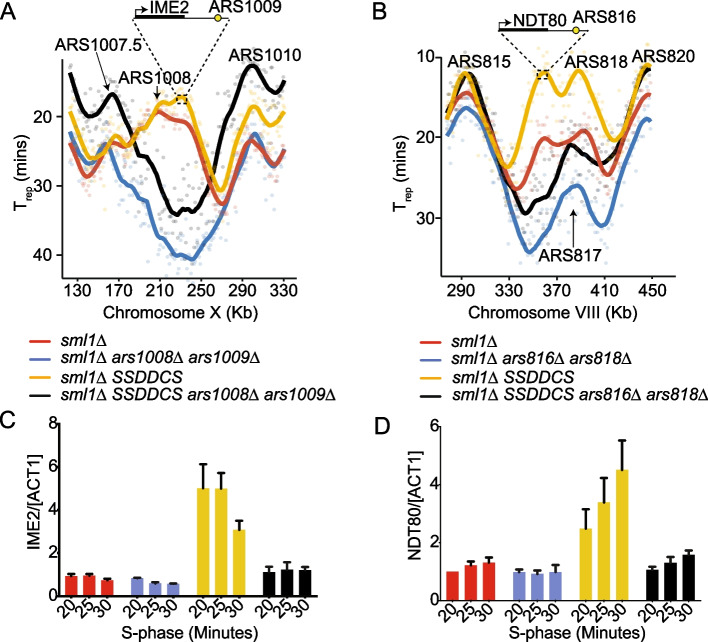
Delaying replication rescues aberrant transcriptional activation. **A ***T*_rep_ profile from the indicated strains as in Fig. 1A, from a segment of Chr X. The position of the *IME2* locus is indicated on the *sml1∆ SSDDCS* profile*. ***B** As **A**, except for the *NDT80* locus on Chr VIII. **C** qPCR data of *IME2* expression from the indicated timepoints for the strains as in **A**. Error bars are SD, *n*=3. Gene expression was normalized to actin. **D** As **C**, except for *NDT80* expression

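At ARS1009, within the deleted region, *T*_rep_ over the 4 bins within 2 kb was 33.4 ± 4.19 min (SD over bins) in the *SSDDCS* strain lacking it and 36.3 ± 5.36 min in the *sml1∆* strain lacking it, against 17.1 ± 0.824 and 21.8 ± 1.18 min in the strains that retain it. ARS1010, the origin at the right edge of the Chr X segment, replicated at 14.4 ± 3.05 min with *SSDDCS* and 22.7 ± 2.22 min without in the *ars1008∆ ars1009∆* strains, and at 17.8 ± 1.07 and 25.1 ± 0.647 min in the others. On Chr VIII, ARS818 replicated at 26.7 ± 3.66 min in the *SSDDCS* strain lacking it and at 26.6 ± 3.21 min in the *sml1∆* strain lacking it. Where ARS818 was present these values were 13.8 ± 2.09 and 20.4 ± 3.65 min. After subtraction of the genome-wide median, the *ars1008∆ ars1009∆* strain minus the *ars816∆ ars818∆* strain was -8.26 ± 4.77 min at ARS818 with *SSDDCS* and -2.69 ± 1.73 min without, the latter within the 5th to 95th percentile of the origins outside the target regions, from -2.97 to 4.07 min. The flanking ARS815 replicated at 17.4 ± 1.08 min with *SSDDCS* and 20.5 ± 1.47 min without in the *ars816∆ ars818∆* strains, and ARS820 at 17.4 ± 1.15 and 20.5 ± 2.04 min. After subtraction of the genome-wide median, the difference between the paired strains at ARS1010, ARS815 and ARS820 was smaller than its SD over bins, except at ARS820 with *SSDDCS*, where it was -2.38 ± 2.14 min. ARS816 and ARS817 are not among the annotated origins used here.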

### Global early replication perturbs chromatin conformation in a single cell cycle

To address how galactose induction of the *SSDDCS* strain might lead to dramatic changes in transcription in a single cell cycle, we set out to analyze whether early replication of the genome affects chromatin organization. For this, we analyzed nucleosome positioning and occupancy across the genome by sequencing after micrococcal nuclease digestion (MNase-seq). Most genes contain a well-positioned nucleosome (+1 nucleosome), just downstream of the transcriptional start site (TSS), which is dynamically repositioned during transcription [36, 37]. From our MNase-seq data, we observed that the +1 nucleosome remains largely static relative to the TSS in the *sml1∆* strain, regardless of whether the genes are expressed or not during the time course (Fig. 5A). However, in the *SSDDCS* strain that induces global early replication, all DE and even non-DE genes displayed greater mobility of the +1 nucleosome towards the gene body (Fig. 5A). Importantly this mobility of the +1 nucleosome was transient and was restored to the normal position by the end of the time course (Fig. 5A).

**Fig. 5:**
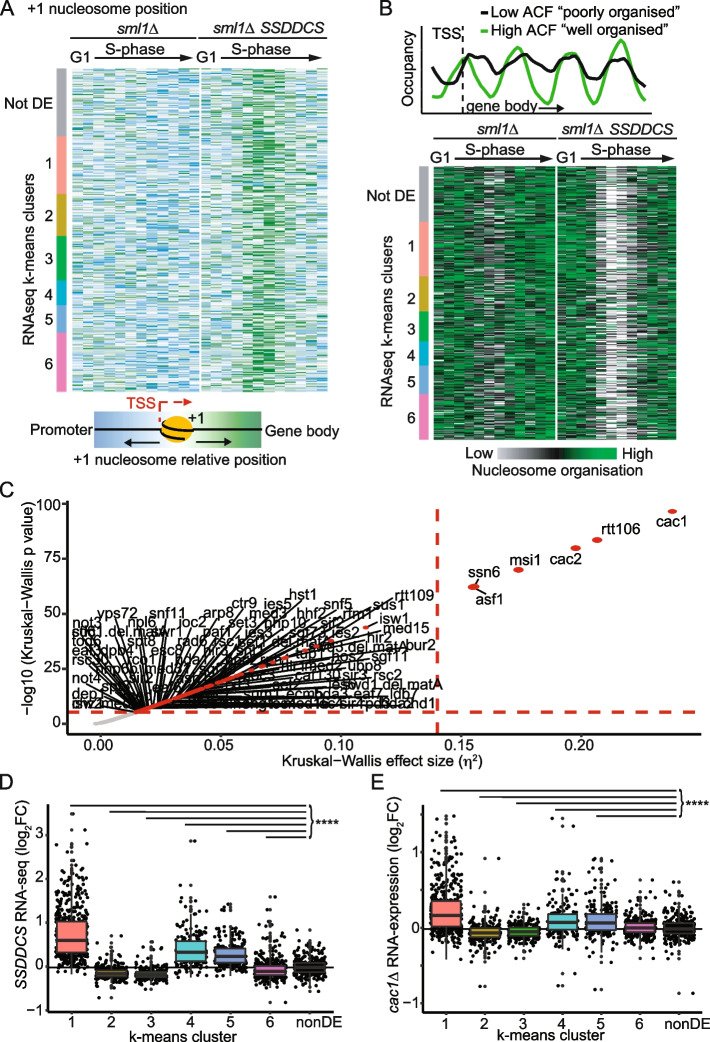
Global early replication perturbs chromatin conformation in a single cell cycle. **A** Position of the +1 nucleosome relative to the transcriptional start site (TSS) represented as a heatmap for the DE genes separated into their k-means cluster (Fig. 2C) plus 250 random non-DE genes with an annotated +1 nucleosome. Blue represents the most upstream position of the +1 nucleosome, while green represents the most downstream position (into the gene body). Data is normalized by row as done for previous heatmaps. Each row corresponds to a single gene and each column to a single timepoint (G1 to 60 from left to right, respectively). **B** Top: The nucleosome occupancy and organization of the first 4 nucleosomes after the TSS was analyzed using an autocorrelation function (ACF) analysis: nucleosomes in green are well phased (i.e., well defined peak and valleys) and well positioned (similar inter-nucleosome distance), corresponding to high ACF values. On the other hand, nucleosomes in black are poorly phased and disorganized, resulting in low ACF. Bottom: Heatmap of ACF values for the DE genes and 350 random non-DE genes longer than 700bp. Each row corresponds to a single gene and each column to a single timepoint (G1 to 60 from left to right, respectively). The two strains are separated by a white vertical line. White and green represents the timepoints at which the chromatin is mostly disorganized and organized, respectively. **C** Plot of statistical significance versus effect size for Kruskal-Wallis tests applied to chromatin mutant gene expression data from [38]. Red dashed horizontal and vertical lines represent a Bonferroni-corrected *p*-value threshold of 0.001 and a high-effect threshold (*η*^2^ = 0.14), respectively. **D** Box and whisker plot of the averaged gene expression change in the SSDDCS strain for the k-means clusters from the RNA-seq data in Fig. 2C. *p*-values are from Holm-corrected Wilcoxon rank sum tests relative to 300 random non-DE genes (black). **** *p* < 0.0001. **E** Box and whisker plot of the RNA expression changes in the *cac1∆* strain (data from [38]). *p*-values are from Holm-corrected Wilcoxon rank sum tests relative to 300 random non-DE genes (black). **** *p* < 0.0001

To analyze nucleosome organization in the gene body, the pattern of the first 4 nucleosomes was assessed using the autocorrelation function (ACF), as recently described [39]. Genes with higher ACF values have well-phased and organized nucleosomes, while lower values represent poorly organized chromatin (Fig. 5B, top). ACF values were calculated for all genes in each timepoint and plotted as a heatmap (Fig. 5B, bottom). This analysis was restricted to genes larger than 700bp (as 4 nucleosomes are needed for ACF calculation), which corresponds to approximately 70% of all genes. In the *sml1∆* control strain, there is a transient decrease in nucleosome organization during S-phase, most likely caused by the passage of replication forks, but once replication is completed the nucleosome organization is re-established (Fig. 5B). Strikingly, greater nucleosome disorganization was observed genome-wide in the *SSDDCS* strain (Fig. 5B), which is in agreement with the +1 nucleosome data (Fig. 5A). This decreased nucleosome organization in the *SSDDCS* strain was not specific to the DE genes and was restored back to normal levels of organization by the end of the time course (Fig. 5B). Together, this data shows that genome-wide early replication perturbs the nucleosome positioning and organization of many genes.

Figure 5 A and B demonstrate that driving early replication genome-wide perturbs chromatin organization during S-phase. One mechanism that might cause this defect could be that the high rate of replication early in S-phase overwhelms the histone supply and assembly machinery, leading to a transient period when new nucleosome deposition/positioning cannot keep pace with replication. If such transient chromatin assembly defects are responsible for the global gene expression changes that we observe in the *SSDDCS* strain, then it would follow that strains that are defective in chromatin assembly should mimic the gene expression changes in the *SSDDCS* strain. To investigate the relationship between chromatin defects and expression of the *SSDDCS*-dependent genes, we compared our data with the gene expression changes in a compendium of 165 chromatin machinery deletion mutants, which includes nucleosome remodelers, histone chaperones, histone modifiers, and transcription co-regulators [38]. As the gene expression data for these chromatin machinery deletion datasets is from only a single asynchronous timepoint, we converted our gene expression data (Fig. 2C) to an average gene expression value for the entire time course (Fig. 5D). Importantly, even after averaging the gene expression time course data, each k-means cluster remained highly significantly different to the non-differentially expressed control group (Fig. 5D). This data was then used to quantify the similarity between the *SSDDCS* data and the 165 chromatin machinery mutants using Kruskal-Wallis tests. A plot of statistical significance against effect size clearly identified six mutants with highly significantly similar expression profiles to our *SSDDCS* data (Fig. 5C): the CAF-1 histone chaperone complex (Cac1, Cac2, Msi1), the Rtt106 and Asf1 histone chaperones, and the Ssn6 transcriptional co-repressor. Direct comparison of the *cac1*Δ dataset with our *SSDDCS* data mimicked the significant upregulation of the clusters 1/4/5 and the downregulation of clusters 2/3 (Fig. 5D versus E). The magnitude of the fold-change in the *cac1*Δ data was smaller than for our *SSDDCS* data (Fig. 5D versus E), but this might reflect methodological differences from comparing our RNA-sequencing data with the *cac1*Δ microarray data from asynchronous mid-log yeast populations [38]. Importantly, the similarity between the gene expression changes in the *cac1*Δ strain and the SSDDCS over-expression experiment is not because the CAF-1 complex is downregulated by global early replication (Additional file 1: Fig. S5). Together, the dramatic defect in chromatin organization in mid-S-phase (Fig. 5A,B) combined with the correlation of our gene expression data with chromatin assembly mutants (Fig. 5C–E) strongly suggests that earlier replication of the majority of the genome causes a transient chromatin assembly defect, which may explain to some extent the changes in gene expression that we observe.

### High rates of initiation disrupt the TF landscape

Although there is a correlation between chromatin disruption and changes in gene expression (Fig. 5), it is not clear why changes in chromatin should affect the expression of certain genes. Newly synthesized DNA must reassemble nucleosomes and transcription factors (TFs), which compete for binding to nascent DNA [40]. We therefore wondered whether chromatin disruption caused by global early replication, might also perturb the TF landscape. Analysis of nucleosome positioning at the *NDT80* locus (Fig. 6A), which is a cluster 1 gene that is highly expressed in S-phase in the *SSDDCS* strain (Fig. 4), shows not only that the +1 nucleosome moves into the gene body during S-phase, as expected (Fig. 5A), but that the nucleosome positions around the binding sites for the key *NDT80* regulatory TF Ume6 also change during S-phase, specifically in the *SSDDCS* strain (Fig. 6A). To address whether nucleosome positioning was altered at other Ume6 binding sites (URS1 sites), these sites were extracted from the JASPAR database [41] and the locations of all URS1 sequences in the budding yeast genome were identified using Find Individual Motif Occurrences (FIMO) [42]. Of the 2875 URS1 sequences identified, 89 were located 1kb upstream of the TSS of genes from cluster 1. Analysis of the average nucleosome profile centered around these 89 locations showed that nucleosome positioning and occupancy was identical between the strains in G1 phase (Fig. 6B, top). In S-phase however, the *SSDDCS* strain exhibited reduced occupancy of nucleosomes at the Ume6 binding sites and movement of the nucleosomes away from these sites (Fig. 6B, bottom). This suggests that when chromatin is perturbed by global early replication the interplay between TF binding and nucleosome positioning also changes.

**Fig. 6:**
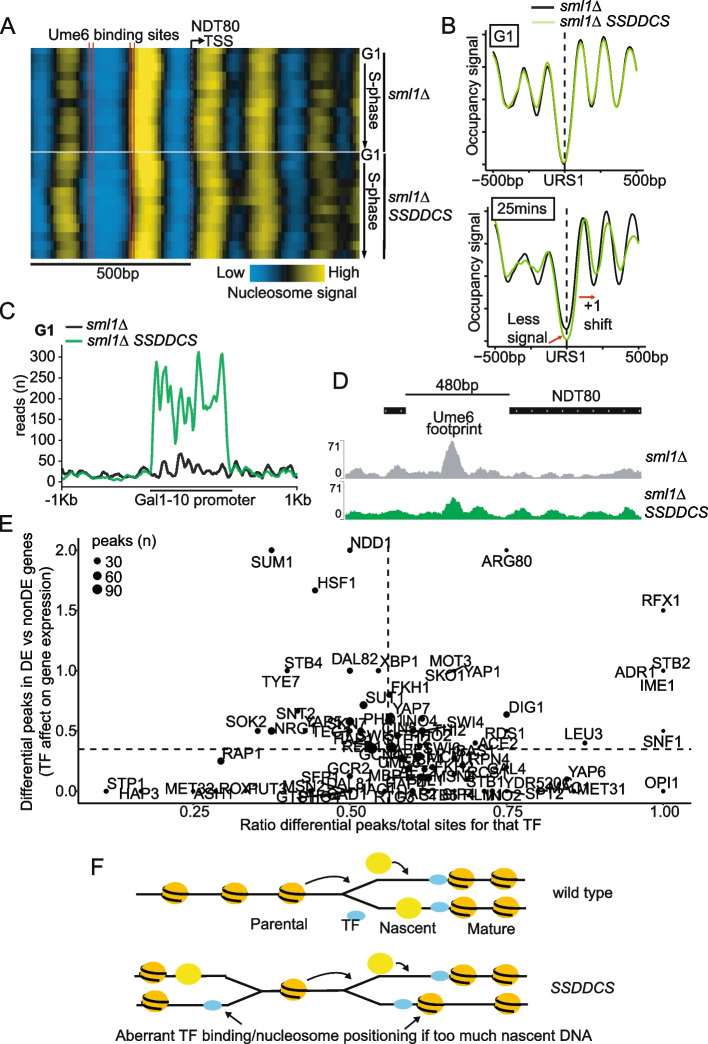
High rates of initiation disrupt the transcription factor landscape. **A** Nucleosome positioning heatmaps of the *NDT80* locus, which has two Ume6 binding sites in the promoter region (vertical solid red lines). The vertical dashed red line marks the TSS and each row represents one timepoint, from G1 to 60 from top to bottom. Yellow corresponds to a high density of MNase-seq reads corresponding to nucleosome peaks, while blue corresponds to nucleosome depleted regions. **B** Average nucleosome profiles for the 89 URS1 locations identified in promoters of cluster 1 genes in G1 and at 25 min. The profiles are centered on the URS1 sequence (the Ume6 binding site - dotted line). **C** Sub-nucleosomal MNase-seq read coverage around the GAL1-10 promoter in G1. **D** Sub-nucleosomal MNase-seq reads of the *NDT80* locus 5 min after release from G1 phase. *Y*-axis shows the sub-nucleosomal read coverage in this genomic region. Top track shows the location of genes. Peak annotated to the Ume6 binding site is highlighted. **E** Each sub-nucleosomal MNase-seq peak was assigned to a known TF binding site from [43]. For each TF, the ratio of peaks that change in the *SSDDCS* strain over total number of peaks for that TF (*x*-axis “TF binding changes”) was plotted against the ratio of the differential TF peaks that are in the promoters of genes that are DE or non-DE in the *SSDDCS* strain (*y*-axis “TF effect on gene expression”). The size of the points is proportional to the total number of sub-nucleosomal peaks identified for each TF. The dashed lines mark the ratios when considering all sub-nucleosomal peaks. **F** In wild type cells, nascent DNA is loaded with old and new nucleosomes (yellow) in competition with TFs (blue) as the replication fork progresses. Post-replicative chromatin matures via a variety of mechanisms. In the *SSDDCS* strain, which drives global early replication, lots of concurrent replication forks increase the rate of nascent DNA production, altering the balance of competition between nucleosomes and TFs, leading to aberrant chromatin organization and TF positioning. This increased S-phase rate provides a window of opportunity to change the pattern of gene expression in a single cell cycle

To analyze TF binding dynamics in an unbiased way, we used an optimized version of MNase-seq that allows the analysis of DNA binding proteins such as TFs that are below the size of single nucleosomes [39]. Using this approach and analyzing only fragments smaller than 100bp, we identified 7493 sub-nucleosomal peaks. To pinpoint differential TF binding events that could explain the observed differences in gene expression, only peaks that were located 1kb upstream of a TSS and that had a 2-fold difference in the *SSDDCS* strain in at least 1 timepoint outside G1 phase were selected (2950 peaks). These 2950 sites represent 61% of all the peaks that we identified in gene promoters suggesting that early replication affects a majority of TF binding events during S-phase.

In order to verify that the sub-nucleosomal peaks we identified correspond to genuine TF binding events, peaks were mapped to annotated TF binding sites [43]. Only peaks within 200bp of an annotated site were considered for downstream analyses (1538 peaks). As the *SSDDCS* strain contains extra copies of the *GAL1-10* promoter (which are used to over-express the six factors), we analyzed TF binding at this promoter to confirm that the sub-nucleosomal MNase-seq isolated genuine TF binding locations. As expected, the read coverage at the *GAL1-10* promoter was significantly higher in the *SSDDCS* strain compared to the *sml1Δ* strain (Fig. 6C), suggesting that TF binding events can be identified using this method. In line with the nucleosome mapping data (Fig. 6A,B), we also observed changes in sub-nucleosomal peak abundance in the *SSDDCS* strain in the promoter region of *NDT80*, which overlap with the Ume6 binding sites (Fig. 6D). As Ume6 represses *NDT80* expression in mitotic cycles [44], this reduced Ume6 footprint (Fig. 6D) is consistent with the increased *NDT80* expression in the *SSDDCS* strain (Fig. 4). To analyze all sub-nucleosomal peaks and their relationship to changes in gene expression in the *SSDDCS* strain, we plotted the fraction of differential peaks for a particular TF (as a ratio of that TF’s total number of genomic sites, *x*-axis, Fig. 6E) versus the number of those differential peaks that occur in the promoters of DE genes (*y*-axis, Fig. 6E). These two ratios allow the simultaneous comparison of the effect of advancing replication timing on TF binding (*x*-axis) and gene expression for each particular TF (*y*-axis). From this analysis, we observe that the binding of many TFs to gene promoters is affected in the *SSDDCS* strain that advances replication timing (Fig. 6E). Despite this, altered TF binding is not sufficient for gene expression changes, as differential TF binding also occurs in the promoters of genes that are not differentially expressed after advanced replication timing (Fig. 6E, below dotted line).

## Discussion

Here we have used a conditional system to over-express six limiting initiation factors in budding yeast and advance replication timing genome-wide in a single cell cycle. This global advance in replication timing was accompanied by a change in the transcription of approximately 27% of all genes (Fig. 2), as well as by dramatic changes in chromatin organization (Fig. 5) and transcription factor binding (Fig. 6) during S-phase. A potential explanation for these data is that the high rate of replication initiation induced in the *SSDDCS* strain causes a defect in nucleosome positioning/occupancy because the histone supply and/or the chromatin assembly machinery cannot keep pace with the rapid accumulation of nascent DNA (Fig. 6F). Importantly, mutation of the chromatin assembly factor CAF-1 (*cac1∆*) not only mimics the gene expression changes caused by global early replication (Fig. 5C–E), but also mimics the reduced occupancy and altered positioning of nucleosomes on nascent chromatin (Fig. 5A,B and [45]). From this, it is likely that a significant fraction of the transcriptional changes that we observe are therefore a consequence of the chromatin perturbations that arise from defects in nucleosome deposition on nascent DNA [45]. This does not exclude that some genes may have altered expression directly due to replication timing changes via other mechanisms, but such genes may be masked by the global defects in chromatin assembly.

Transcription factors and nucleosomes compete for binding to nascent DNA [40]. Since we show that global early replication causes dramatic changes in chromatin organization, it is not surprising that we also identify significant changes in TF dynamics (Fig. 6). From our experiments, we cannot determine whether TF dynamics are affected by chromatin perturbation or vice versa. It is clear however that maintaining the balance between replication rate and re-assembly of the chromatin and TF landscape on nascent DNA is likely to be an important aspect of why origin firing is distributed throughout S-phase in wild type cells (Fig. 6F) and may be an explanation for why the *SSDDCS* strain loses viability in galactose [18].

A striking feature of our experiments is that the massive perturbations of chromatin and gene expression that we induce with global early replication return to normal after S-phase (Figs. 2 and 5). Although deposition of new histones is replication fork-dependent, the maturation of chromatin and the re-establishment of nucleosome/TF positioning is dependent on post-replicative factors such as chromatin remodelling [46]. As we performed our experiments in a single cell cycle, it seems that despite the dramatic replication-dependent perturbations in chromatin and TF binding that we induce in the *SSDDCS* strain, the post-replicative maturation pathways can restore the normal regulatory landscape before mitosis. Significantly, post-replicative chromatin maturation pathways also restore the normal nucleosomal landscape in *cac1∆* mutants, which mimic the chromatin and gene expression changes we observe in the *SSDDCS* strain (Fig. 5) [45]. Although the rate of chromatin maturation differs between loci [39], we did not detect any correlation between the genes that are differentially expressed during early replication and sites of rapid or slow maturation kinetics (data not shown). In addition, delaying replication at individual loci in the *SSDDCS* strain by deleting local origins (Fig. 4) was sufficient to prevent abnormal expression of these loci. This suggests that the transient perturbation of chromatin positioning/TF binding caused during replication (Fig. 5) is necessary to create the permissive window for changes in gene expression. This fits well with previous work showing that the complete absence of replication causes very little change in gene expression during S-phase [47], as we would predict that the lack of replication also removes the window of opportunity for chromatin/TF binding changes on nascent DNA (Fig. 6F).

The potential for increased rates of replication to create a window of opportunity for changes in gene expression described in this study has implications for understanding the phenotypic changes in cells in which the rate of replication is regulated or mis-regulated. For example, during erythroid differentiation the shortening of S-phase favors changes in cell fate [48]. In addition, during senescence extra origins become activated [49] and senescent cells experience large-scale changes in chromatin organization and gene expression [50, 51]. As oncogene-activation can also drive senescence, increased origin firing rates, and chromatin/gene expression changes [24, 52], this study may provide a new mechanistic link between changes in the rate of replication and the chromatin/gene expression perturbations in cancers.

The embryonic divisions of many organisms, such as fish, flies, and frogs, are associated with very high rates of replication initiation, but these early cell divisions lack zygotic transcription and the chromatin landscape remains immature during this period [53]. Maintaining high rates of replication delays the normal timing of genome activation [19], but the direct role of replication in the establishment of the chromatin landscape and the transcriptionally competent state of the zygote is poorly understood [54]. This study provides new links between replication control and gene expression changes, which may be relevant to understand how key factors such as Rif1 coordinate the events of early embryonic development, through regulating both chromatin organization and replication timing [22, 55].

## Conclusions

Our findings provide new explanations for why all origins do not fire simultaneously at the beginning of S-phase in most cell types. A high rate of replication initiation causes dramatic changes in gene expression, chromatin organization, and transcription factor binding, which is likely to be due to an inability for chromatin assembly to keep pace with the rapid production of nascent DNA. These results have consequences for understanding how cells respond to changes in the rate of origin firing, during development, differentiation, and disease.

## Methods

### Yeast strains

All strains are *W303a ade2-1 ura3-1 his3-11*, *15 trp1-1 leu2-3*, and *112 can1-100 rad5-535.*

**Table:** 

Strain	Relevant genotype
PZ356	*sml1*∆*::URA3*
PZ523	*leu2::Sld7-P*_*GAL1-10*_*-Cdc45::LEU2 his3::SLD3-A- P*_*GAL1-10*_*- Dbf4-A::HIS3 trp1::Sld2- P*_*GAL1-10*_*-Dpb11::TRP1 sml1*∆*::HphMX*
PZ1407	*As strain PZ523, but ARS1008*∆ *ARS1009*∆
PZ1435	*As strain PZ356, but ARS1008*∆ *ARS1009*∆
PZ3004	*As strain PZ356, but ARS816*∆ *ARS818*∆*::KanMX*
PZ3005	*As strain PZ523, but ARS816*∆ *ARS818*∆*::KanMX*
PZ4505	*sml1∆::HphMX thi12∆::GFP-PEST-NLS ADE2*^*+*^
PZ4504	*leu2::Sld7-P*_*GAL1-10*_*-Cdc45::LEU2 his3::SLD3-A- P*_*GAL1-10*_*- Dbf4-A::HIS3 trp1::Sld2- P*_*GAL1-10*_*-Dpb11::TRP1 sml1*∆*::HphMX thi12∆::GFP-PEST-NLS ADE2*^*+*^

### Block and release time course

The *sml1*∆ and *sml1*∆ *SSDDCS Saccharomyces cerevisiae* strains were grown overnight in YP-raffinose at room temperature. After ensuring that cultures were growing exponentially, 100 ml was transferred to 30°C shaking water bath for one cell cycle. At 1×10^7^ cells/ml, 90μl of stock solution of alpha factor was added to 100ml of culture (1:900 dilution), and after 90 min, 45μl of stock solution of alpha factor (5mg/ml) was added. To confirm the G1 arrest, cells were analyzed under microscope using a hemocytometer and the arrest was considered successful if more than 95% of cells had the G1 characteristic shape (“shmoo”) or were unbudded. Upon arrest, 10ml of 20% galactose was added to the cultures to induce the over-expression of the six factors. Thirty minutes post galactose addition, G1 samples were collected. Then cultures were washed twice with fresh YP-galactose to release cells from G1 arrest and resuspended in 100ml of YP-galactose. Cultures were maintained at the 30°C shaking water bath for 60 min, and 8ml was taken every 5 min for MNase-seq, 10ml for DNA or RNA profiling, and 500μl for flow cytometry.

### Flow cytometry of yeast with sodium citrate buffer

In total, 500μl of yeast culture was spun down, then fixed in 500μl of cold 70% ethanol for 2 h at room temperature (~20°C) or overnight at 4°C. After fixation, cells were centrifuged at 13,300 rpm for 2 min and the pellet was washed with 1ml of 50 mM sodium citrate. Cells were then centrifuged and resuspended in 1ml of 50 mM sodium citrate with 10 μg/ml of RNase and incubated at 37°C for 4 h. After the RNase treatment, cells were centrifuged and resuspended in 50 mM HCl with 5 mg/ml of pepsin and incubated at 37°C for 30 min. Cells were then washed with 1ml of 50 mM sodium citrate. After centrifugation, cells were resuspended in 1ml of 50 mM Tris pH 7.4 with 0.5 μg/ml of propidium iodide (PI). Finally, tubes were vortexed and 100μl was added to FACS tubes with 1ml of 50 mM Tris pH 7.4 with 0.5 μg/ml of PI. Before processing in the cytometer, cells were sonicated for 8 s at 40% amplitude.

### Collection of samples for whole genome sequencing (replication profiles)

Yeast genomic DNA was extracted using the smash and grab method (https://fangman-brewer.genetics.washington.edu/smash-n-grab.html). DNA was sonicated using the Bioruptor Pico sonicator (Diagenode), and the libraries were prepared according to the TruSeq Nano sample preparation guide from Illumina.

### Collection of samples for whole transcriptome sequencing (RNA-seq)

Total RNA was extracted using the RiboPure RNA Purification Kit (Thermo Fisher). Quality and integrity of the RNA was evaluated using an Agilent Tapestation. Libraries were prepared from RNA samples exceeding a RIN quality score of 9.0, according to the TruSeq RNA Library Prep Kit v2 sample preparation guide from Illumina.

### GFP experiments

The *sml1*∆ and *sml1*∆ *SSDDCS thi12∆::GFP S. cerevisiae* strains were grown as previously described in the block and release experiment, with the modification that cultures were maintained in the 30°C shaking water bath for 150 min. Samples were then plated onto 35-mm glass bottom plates (MatTek) precoated with Concanavalin A (Sigma). After 5 min, the medium was changed to SC medium and cells were imaged on a Deltavision widefield fluorescent microscope (GE Healthcare), based on an inverted fluorescence microscope (IX70; Olympus) with an oil immersion Plan-Apochromat ×60 NA 1.4 lens (Olympus) for imaging of live cells. Images were acquired, deconvoluted, and projected using SoftWoRx (GE Healthcare). Cells with GFP signal were measured using FIJI.

### Digestion of chromatin with MNase for mono-nucleosome analysis (adapted from [36])

#### Day 1

Eight milliliters of yeast culture collected in each timepoint was centrifuged for 2 min at 4000 rpm and resuspended in 40ml of 1× PBS, 1% formaldehyde. Samples were mixed and left shaking gently for 10 min at room temperature on gyro-rocker to crosslink DNA and proteins. Crosslinking was quenched by adding 5ml of 2.5M glycine and left shaking for 10 mins on orbital shaker at room temperature. Samples were left on ice until all samples have been collected. Then, samples were spun for 5 min at 3200 rpm in 50-ml tubes and washed with 50 ml of sterile ddH_2_O. Pellets were resuspended and transferred to 1.7ml Axygen tubes, and spun down at top speed in table top centrifuge. Liquid was carefully aspirated and pellets vortexed. Pellets were resuspended in 950μL of zymolyase digestion buffer (ZDB: 50 mM Tris Cl at pH 7.5, 1 M sorbitol, 10 mM β-mercaptoethanol) to remove the cell wall. Then, 100 μL of freshly prepared zymolyase solution (10mg/ml dissolved in ZDB) was added to each sample, and digestion was performed for 60 min at 30°C shaking gently in water bath. Efficiency of digestion was assessed by checking cell morphology under the microscope: cells with digested cell walls will appear spherical. A second test is to take 1μl and dilute to 20μl with ddH_2_O. As cells no longer have a cell wall, the osmotic shock will burst them. So absence of cells means zymolyase treatment was successful (spheroplasting). Spheroplasts were pelleted in a microfuge, at 5000 rpm for 5 min at 4°C and washed with 1 ml of ZDB. Pellets were then resuspended in 1 ml of spheroplast digestion buffer (SDB: 1 M sorbitol, 50 mM NaCl, 10 mM Tris at pH 8, 5 mM MgCl_2_, 1 mM CaCl_2_, 1 mM β-mercaptoethanol, 0.15% NP40). Samples were spun down in the microcentrifuge and gently resuspended in 0.5 ml of SDB. Then 90U of MNase (9μl of 10U/μl MNase solution) was added, and tubes were well mixed and left with gentle agitation for 3 min at 37°C. The amount of MNase needs to be experimentally determined by titration with every batch of MNase. MNase digestion was stopped with the addition of 50 μl of 0.5 M EGTA. Tubes were vortexed after adding EGTA. Samples were treated with RNAse by adding 2 μl of RNase I (100units/μL) for at least 1 h at 37°C. Ten microliters of freshly made up stock of 10mg/ml Proteinase K was added, and samples were left at 42°C for at least 3 h. The formaldehyde crosslinks were reversed by incubating samples for > 6 h at 65°C.

#### Day 2

Samples were transferred to 2-ml rubber-sealed screw-cap tubes. One volume of Phenol-Chloroform pH 8 (~570μl) was added to samples and vortexed and spun for 5 min. Aqueous phases were collected to a new 2-ml lo-bind Eppendorf tube, 5 μl of glycogen and 190 μL of 3M sodium acetate were added, and samples were ethanol-precipitated with 1250 μL of cold absolute ethanol (2.5×) and vortexed. Samples were incubated at −20°C overnight and centrifuged at 13,000 rpm for 30 min at 4°C.

#### Day 3

Pellets were gently washed by adding 1ml of freshly made 70% ethanol. Then pellets were pulsed down quickly and most volume was carefully aspirated, the wash was repeated with 1ml of 70% ethanol, and then tubes were spun down for 15 min at 4°C. Ethanol was carefully aspirated and pellets were air dried for 15 min at room temperature, 100μl of Illumina Resuspension Buffer was added, and samples were incubated for 1 h at 37°C to redissolve DNA. Size range and relative molarity were determined on a Tapestation using D1000 and Genomic screen tape, and total yield was quantified using Qubit broad range dsDNA kit.

### Digestion of chromatin with MNase for transcription factor binding analysis

This is the same protocol as the one used for mono-nucleosome analysis described above, with the following modifications in the MNase digestion step: after spheroplasting and resuspension in SDB, 5U of MNase (5μl of 1U/μl MNase solution) was added and tubes were incubated on the bench (room temperature) for 20 min.

### Library preparation—MNase-seq mono-nucleosome analysis

A total of 250ng of MNase-digested DNA from each sample was end-repaired using the Illumina TruSeq DNA nano kit. AMPure XP beads were added (1.8× volume of DNA, DNA >100bp on beads, <100bp in supernatant) to each reaction to purify the mono-nucleosomal fragments. A-tailing and adapter ligation was performed using the Illumina TruSeq DNA nano kit. Two subsequent steps of beads purification (1.4× volume of DNA) were performed in order to remove adapter dimers. Based on tests using hyperladder V (25bp bands) the beads can selectively retain DNA of ~270bp (mono-nucleosomal + adapters) from free adapters (60–120bp) if used at a 1.4× ratio to the volume of DNA sample. PCR cycle quantitation was performed for each sample using KAPA Syber Fast reagents, and libraries were PCR amplified using the Illumina TruSeq DNA nano kit, followed by another step of bead purification (1.4× volume of DNA). Library quality and quantity were validated on a Tapestation using D1000 screen tape, Qubit broad range dsDNA kit, and NEBNext library quantitation kit for Illumina. Libraries were pooled to final 100nM molarity, and one step of bead purification (1× volume of DNA) was performed to completely remove adapter dimers. Finally, 20μl of the pooled libraries at a final 20nM molarity was sequenced in an Illumina HiSeq 1500 platform by the Gurdon Institute Core NGS sequencing facility using 50 bp paired-end reads.

### Library preparation—subMNase-seq transcription factor reads

This is the same as the previous with the following modifications: after end-repair and before A-tailing, samples were cleaned by performing a phenol-chloroform precipitation, in order to reduce the volume of the samples without using AMPure XP beads. For adapter ligation, 20% of the amount recommended by Illumina was used (adapters were diluted 1:10 in RSB), in order to minimize adapter dimer formation. This was done because adapter dimers cannot be removed using AMPure XP beads as their size is very similar to TF binding fragments, and smaller fragments are preferentially amplified during library preparation, which means we would be wasting sequencing depth with adapters. After ligation, samples were cleaned using 1.8× AMPure XP beads (DNA >100bp on beads), so TF binding events corresponding to 10–80bp footprint + two adapters (120bp) will bind to the beads.

### Quality control and mapping

Sample quality was assessed using FastQC High Throughput Sequence QC Report version 0.11.4. All samples were mapped using bowtie2 (version 2.2.6) to the budding yeast reference genome (strain S288C, version R64-2-1), which was indexed using bowtie2-build. SAM files were then converted to BAM and sorted and indexed using samtools (version 0.1.19). The quality control of the alignments was assessed using Qualimap (version 2.2.1).

### Replication profiles

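In the files of the 4 origin deletion strains, the mean ratio over all bins was 1.00 times the bulk value of the same sample in all 44 samples. At 20 min the bulk value was 1.64 in the *sml1∆ SSDDCS ars1008∆ ars1009∆* strain, 1.45 in the *sml1∆ ars1008∆ ars1009∆* strain, 1.49 in the *sml1∆ SSDDCS ars816∆ ars818∆* strain and 1.29 in the *sml1∆ ars816∆ ars818∆* strain. At 5 min it was 1.14, 1.03, 1.01 and 1.00 in the same order. In the sample with the bulk value of 1.14, the tenth of bins that replicate earliest in the other strains had a mean ratio of 1.15 and the tenth that replicate latest had 1.14.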

Before generating the replication profiles, sequencing depth was normalized for each timepoint using a bulk value derived from the fraction of the genome that has been replicated at that timepoint (a value between 1 and 2). These values were derived using fitSigmoid (https://dzmitry.shinyapps.io/flowfit/).

To generate replication timing profiles, the ratio of uniquely mapped reads in the replicating samples to the non-replicating samples was calculated following [28]. 

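In the origin deletion strains a sigmoid could be fitted with *T*_rep_ between 0 and 60 min in 11326 of 11330 bins of the *sml1∆ SSDDCS ars1008∆ ars1009∆* strain, 11321 of 11325 of the *sml1∆ ars1008∆ ars1009∆* strain, 11321 of 11324 of the *sml1∆ SSDDCS ars816∆ ars818∆* strain and 11321 of 11327 of the *sml1∆ ars816∆ ars818∆* strain. The median *T*_rep_ was 16.1, 22.3, 20.7 and 25.2 min in the same order. The root mean square residual of the fit had a median between 0.0690 and 0.0774, and it was 0.15 or more in 0.830%, 2.00%, 0.742% and 2.77% of the fitted bins.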

Then, this ratio was plotted for each timepoint, and a sigmoid line was fitted. *T*_rep_ was determined as the time of half-maximal replication (ratio = 1.5). Replication profiles were generated by plotting *T*_rep_ values for each chromosome location using ggplot2 and smoothed using a moving average in R. All downstream analysis was performed in R.

### RNA-seq analysis

Read counts for each gene were extracted using genomic ranges, and differential expression analysis was performed using DESeq2 [31]. Pair-wise analysis of each timepoint was performed using the Wald test. For the time course analysis, the likelihood ratio test (LRT) was used. Genes were considered differentially expressed if the *p*-value adjusted value from these tests was < 0.01. PCA analysis was performed using the variance stabilization transformation (vst command from DESeq2) and plotted using ggplot2. For the k-means clustering, the gene expression data was normalized by row using the scale command and 6 clusters were generated using the k-means command with a maximum of 50 iterations. Heatmaps were generated in R using heatmap.2. Distance to origins, centromeres, and telomeres was calculated using HOMER (v4.10.1) [56]. Statistical analyses were performed using R.

### Mono-nucleosome MNase-seq analysis

Nucleosome calls were identified by processing the BAM files using DANPOS (version 2.2.2) [57]: danpos dpos was used to generate wig files. danpos profile was used to generate the files required for the nucleosome profiles, which were plotted in R. The files with the genomic coordinates of the locations where the heatmaps should be centered were generated using USCS Genome Browser (http://genome.ucsc.edu/cgi-bin/hgTables). Peaks in these profiles represent nucleosome dyads and valleys linker DNA or nucleosome depleted regions.

The +1 nucleosome was identified by calculating the distance of nucleosomes to promoters using HOMER. Nucleosomes within −20 to 80bp of the TSS were classified as +1. The +1 relative position to the TSS was calculated by subtracting the genomic position of the nucleosome to the TSS of the corresponding gene. ACF analysis was performed following [39]. The autocorrelation function was used to determine the pattern of organization of the first four nucleosomes (+1, +2, +3, and +4) within each gene, using the nucleosome sized reads between 140 and 180bp overlapping each gene.

### Identification of TF binding motifs genome-wide

To identify TF binding regions genome-wide, the sequence motif was extracted in meme format from the JASPAR database [41], which was used as an input to FIMO [42] to identify all genomic locations where this motif is present. These regions were annotated to genes using HOMER.

### Sub-nucleosomal MNase-seq analysis

BAM files were converted into bigWig files for visualization of the results using IGV. For this purpose, bamCoverage (version 3.0.2) was used with the following argument: --binSize 1 --minFragmentLenght 0 –maxFragmentLength 100.

Identification of high confidence sub-nucleosomal peaks and calculation of fold-change differences between the strains was performed following [39]: DNA fragments with less than 100bp (sub-nucleosomal events) were selected and the same number of reads was sampled for each fragment size using the timepoint with the minimum number of reads for that fragment size. Then, all samples were merged to call all possible peaks in the data. A peak was considered high confidence if the sum of reads mapping to that peak (log2 normalized) across all samples was higher than 75. The log2 ratio of normalized reads occupying each peak between the two strains was calculated for each timepoint. Sub-nucleosomal peaks were annotated to TSS and TF binding sites using HOMER as described previously.

## Supplementary Information

Additional file 1. Contains Figures S1-5, which are supplementary data in support of the main figures.

Additional file 2. Review history.

## Data Availability

All sequencing data has been deposited in GEO under the accession code GSE199450 [58]. Public datasets used are as follows: Figure 2E—list of cell cycle regulated genes from [32]. Figure 2F—constitutive / inducible promoters from [33], dataset citation [59]. Figure 5C,E—compendium of 165 chromatin machinery deletion mutants from [38], dataset citation [60]. All materials are available on request.

How the deposited data were processed for this re-analysis (not part of the article)

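The data are whole-genome sequencing of synchronized cells of 4 origin deletion strains, each with 1 G1 sample and 11 timepoints from 5 to 60 min after release. The authors mapped the reads, counted them in 1-kb bins and deposited a ratio per bin, the reads of the timepoint over the reads of the G1 sample of the same strain, scaled by a bulk value between 1 and 2 from flow cytometry. The bulk value is deposited as a second ratio in the same files. Because the scaling is already in the values, an error in a bulk value moves every bin of that sample by the same factor and cannot be removed by the comparison of bins within it. The files hold no read counts, so the depth per sample is unknown, no confidence interval for counting error was computed, and the minimum of 100 reads in G1 and the counting-error resampling that were set in advance were not run. The ratios are relative to the G1 sample of each strain, so extra copies of the 6 over-expressed genes cancel and could not serve as a check of the strains.

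From the ratios, a logistic curve with asymptotes 1 and 2 was fitted by least squares to the timepoints of each bin with at least 6 values, with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 under Python 3.11.15, and figures were drawn with matplotlib 3.10.9. *T*_rep_ was the time at ratio 1.5, kept between 0 and 60 min. The paper's text names a sigmoid and this ratio and does not give the form of the curve or the width of its moving average. Delays are the mean over bins within 5 kb of the midpoint of *IME2* or *NDT80* of the difference in *T*_rep_ between the strain deleted at that locus and the strain of the same *SSDDCS* status deleted at the other, after subtraction of the genome-wide median difference. Other origins were 352 annotated origins of the R64 assembly, less those in the target regions, each as the mean over bins within 2 kb. The left edge of the target region on Chr X, ARS1007.5, was read by eye from Fig. 4A. No test across conditions was made, since each strain has 1 time course, and SDs are over neighboring bins, not replicates. Genes and origins named are *IME2*, *NDT80*, the origins the paper names on Chr X and Chr VIII that the annotation lists, the over-expressed genes, and the 3 most delayed and 3 most advanced other origins in each comparison.

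The fit was tested on simulated data for 11338 bins, with noise of SD 0.07 times the ratio. A delay of 10.0 min planted in 200 bins was recovered with a median of 9.84 min and an SD of 1.96 min. Time point factors planted at up to 1.1 were recovered to within 0.014 in the simulation. Every simulated bin followed a logistic curve of the same width, which the estimation of the factors assumes. The recovery therefore does not test it on bins that differ in width or depart from a logistic curve. The alternatives tried were a free upper asymptote, the first crossing of 1.5, both ways of rescaling the bulk values, no centring, a linear map between strains, an added G1 point, leaving out each timepoint, a limit on the fit residual, and other windows, origin sets and thresholds. Removal of the GC trend, a minimum of 3 bins per origin, scaling of the comparator to the same median and SD, the last crossing of 1.5, and the share of the genome under estimated bulk values were added after the data were examined.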

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

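The tests of this result were chosen after it was seen. The bin on Chr XII from 459001 to 460000, which holds ARS1200-1 in the ribosomal DNA, is a site the paper does not discuss, and its ratio was higher in the *SSDDCS* strains than in the *sml1∆* strains. Averaged over 45, 50 and 60 min, its ratio over the genome median was 1.32 in the *SSDDCS ars1008∆ ars1009∆* strain and 0.683 in its *sml1∆* partner, and 1.18 in the *SSDDCS ars816∆ ars818∆* strain and 0.795 in its partner. An earlier or more complete replication of the ribosomal DNA with *SSDDCS* is the biological explanation the design gives. It does not account for the highest values, since the ratio to G1 reached 3.26 and 3.19 at 50 min in the *SSDDCS* strains, above the 2 of complete replication. In the *SSDDCS ars1008∆ ars1009∆* strain the ratio was also above 2 at 45 and 60 min, at 2.31 and 2.27. These values do not decide against that explanation, because the bin was already at 1.62 at 5 min in that strain, with a genome median of 1.14. A low G1 denominator could thus lift it above 2. Divided by its own mean at 5 and 10 min, the late mean was 0.984 in that strain and 0.620 in its *sml1∆* partner. In the *SSDDCS ars816∆ ars818∆* strain the ratio was 1.86 and 1.97 at 45 and 60 min, which the explanation allows. An error of the G1 denominator was weighed by dividing each strain by its own mean at 5 and 10 min. The *SSDDCS* strains still exceeded their partners, by a factor of at least 1.26, although the early values themselves ranged from 0.886 to 1.34. This smaller factor, from the *ars816∆ ars818∆* background, rests in part on the 50 min sample. There the *SSDDCS* strain was at 1.61 times the genome median, against 0.938 at 45 min and 0.986 at 60 min. The factor without 50 min was not computed. An effect of single timepoints was weighed by counting, and the *SSDDCS* strain was higher at 22 of the 22 paired timepoints. A batch of libraries shared by strains of the same *SSDDCS* status remains a candidate explanation. At 50 min the bin rose above the mean of 45 and 60 min by 0.486 and 0.645 in the *SSDDCS* strains and by 0.0708 and 0.183 in the *sml1∆* strains, so the smaller excess with *SSDDCS* was 0.303 above the larger without. At 40 min the split was the other way, with 0.346 and 0.307 in the *sml1∆* strains. No record of library batches was used here, and *SSDDCS* status cannot be told apart from such a batch. Reads shared between the repeat copies also remain possible. The mean over the 39 bins within 20 kb outside the repeat differed between the paired strains by -0.0112 and -0.0087. The flanks as a whole therefore did not share the signal, and single flanking bins were not examined.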

How the results depend on the processing

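All 4 delays kept their direction under every alternative run. No paired analysis was possible because the groups compared share only replicate 1. Every value here rests on 1 time course per strain, and with no read counts the share of the spread due to depth is unknown. The alternative with at least 100 reads in G1 was not run. A delay is counted as moved when it changed by over its SD across bins, a median by over a 95% interval from resampled origins, a count by over 1.5 times, and a share by over its Wilson interval across bins. Apart from the effect of centring, the cause of the changes below was not tested.

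With the last crossing of 1.5, a setting chosen after the data were seen, the *IME2* delay was 26.5 min with *SSDDCS*, the median absolute difference at other origins was 1.09 min with *SSDDCS*, and the count without *SSDDCS* was 8. Without centring, the delay was 16.6 min (*IME2*, *SSDDCS*), 17.2 min (*NDT80*, *SSDDCS*) and 18.3 min (*IME2*, *sml1∆*), the median absolute difference at other origins was 5.28 and 3.89 min, and 192 and 78 origins differed by over 5 min with and without *SSDDCS*. Leaving out centring adds the same offset between time courses, 4.65 min in size with *SSDDCS* and 3.50 min without, to every bin, so these values reflect that offset and not single origins. ARS1603, ARS1611 and ARS712, the most delayed other origins with *SSDDCS*, were then earlier, at -1.74, -2.03 and -1.92 min. As relative copy number, the *NDT80* difference in the *sml1∆* pair was -0.0620, within the range of windows elsewhere, while the other 3 delays stayed below all windows outside. Across the 11 fits that each left out a timepoint, the delays ranged from 19.5 to 23.9 min (*IME2*, *SSDDCS*), 20.7 to 22.4 min (*IME2*, *sml1∆*), 12.2 to 13.2 min (*NDT80*, *SSDDCS*) and 5.65 to 6.99 min (*NDT80*, *sml1∆*).

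The counts of other origins are small and moved with most choices. With *SSDDCS* the count of 3 became 1 with a free upper asymptote, with the limit on the fit residual, with a local minimum in both strains and with bins within 5 kb, 6 with estimated bulk values, 13 at a threshold of 3 min and 0 at 10 min. Without *SSDDCS* the count of 13 became 7 with a free upper asymptote, 8 with the first crossing, 29 with estimated bulk values, 1 with a local minimum in both strains, 6 with bins within 5 kb, 49 at 3 min and 4 at 10 min. Among settings chosen after the data were seen, a minimum of 3 bins gave 1 and 7, and removal of the GC trend gave 1 with *SSDDCS*, while scaling the comparator to the same median and SD left the counts at 3 and 13. The median absolute difference became 0.869 min with a free upper asymptote (*SSDDCS*), 1.31 and 1.76 min with estimated bulk values, 1.24 and 1.71 min with the linear map, and 0.641 and 0.969 min with bins within 5 kb, with and without *SSDDCS*. ARS301, earlier without *SSDDCS*, was later at 2.93 min with bins within 5 kb. Leaving out a timepoint gave medians from 0.945 to 1.14 and from 1.23 to 1.42 min, and counts from 2 to 4 and from 11 to 16.

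The share of bins earlier with *SSDDCS*, 89.7% in the *ars1008∆ ars1009∆* and 89.1% in the *ars816∆ ars818∆* background, was 91.2% and 92.5% with a free upper asymptote, and 78.0% and 72.4% when earlier meant by over 2 min. With settings chosen after the data were seen it was 72.1% and 92.1% with estimated bulk values and 91.4% and 92.0% with the GC trend removed. It ranged from 88.1% to 91.1% and from 86.0% to 89.9% when a timepoint was left out. Of the values for single named origins under alternatives, 37 moved, 4 reversed (those of ARS1603, ARS1611, ARS712 and ARS301 above) and 285 did neither.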

Differences from the paper's values

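*T*_rep_ at ARS820 in the *sml1∆ SSDDCS ars816∆ ars818∆* strain was 17.4 min here, against the paper's value of about 11 min in Fig. 4B, read by eye. Among the alternatives set before the data were examined, the fit settings and the window of 5 kb were run on the value of 17.4 min. None of these closed the gap, and neither did the removal of the GC trend, which was chosen after the data were seen. The alternatives that change the offset between time courses act on differences and were not applied to this value. Other values on Chr VIII in the *ars816∆ ars818∆* strains were also later here, by less than 1.5 times. With *SSDDCS* these were ARS815 at 17.4 min against the paper's value of about 12 min and ARS818 at 26.7 min against about 22 min in Fig. 4B, read by eye. Without *SSDDCS* ARS815 was at 20.5 min against about 16 min and ARS820 at 20.5 min against about 18 min in Fig. 4B, read by eye.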

Other observations

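Among the tests in this part, those of the early ratios and of the strain labels were chosen after the result was seen. The scaling to the same median and SD was added after the patterns were seen, with its limits set before it was run. In the *sml1∆ SSDDCS ars1008∆ ars1009∆* strain the bulk value was above 1 at 5 min although early and late bins hardly differed. The earliest 10% of bins exceeded the latest 10% by 0.0036 at 5 min, with a genome mean of 1.14, and by 0.0706 at 10 min. This is consistent with a bulk value that raises every bin alike, or with cells that do not follow the bulk, and the files cannot separate these. Replication of the earliest bins first would give a larger gap.

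The ratio at *IME2* fell by 0.179 from 20 to 30 min in the *SSDDCS ars1008∆ ars1009∆* strain and by 0.106 in its *sml1∆* partner. Bulk values too high at the earlier timepoints are a candidate explanation. With bulk values estimated from the data, the changes were -0.0540 and -0.0567. The fall became smaller and stayed just past the 0.05 set before this test. The test is limited by the estimated factors at 20 min, 1.19 and 1.13, which exceed the largest factor tried in the simulation. At 15 min the *IME2* ratio was 1.48 in the *SSDDCS* strain and 1.22 in its partner, with genome medians of 1.48 and 1.26. From 15 to 20 min the mean of the latest bins above went from 1.39 to 1.40 with *SSDDCS* and from 1.20 to 1.16 without. *IME2* went from 1.48 to 1.47 and from 1.22 to 1.31. A lack of rise was thus not confined to *IME2*, which leaves a scaling of whole samples open. The latest bins were not examined at 30 min. The paper does not report the fall at *IME2*, and no biological explanation was tested.

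The *NDT80* delay was 1.99 times as large with *SSDDCS* as without, while at *IME2* the quotient was 0.977. A different range of *T*_rep_ in the cultures was weighed with the linear map between strains, after which the *NDT80* quotient was 1.56, although noise lowers the slope of that map. With the comparator scaled to the same median and SD, a test added later, the quotient was 1.72. The quotient was above 1.5 under all alternatives run. A hypothesis is that the *NDT80* locus is replicated early from the deleted origins chiefly when *SSDDCS* is over-expressed, since in the *sml1∆* strain that retains them it was already later than 61.4% of bins. With 1 time course per strain, and a wide SD over bins without *SSDDCS*, this hypothesis was not tested against culture differences other than the range of *T*_rep_.

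Removal of the GC trend moved the delays by at most 1.57%. The bin of ARS1008 was absent from 22 of 22 files of the *ars1008∆ ars1009∆* strains and from 0 of 22 files of the others, which bears on an exchange between the deletion backgrounds. No separate test was run of the deletions of ARS816 and ARS818 or of an exchange of *SSDDCS* and *sml1∆* strains within a background. With *SSDDCS*, *T*_rep_ at ARS818 was 26.7 min where it was deleted and 13.8 min where it was present, a difference of -8.26 ± 4.77 min after centring. Without *SSDDCS* the centred difference was -2.69 ± 1.73 min. That lies within the 5th to 95th percentile of other origins, from -2.97 to 4.07 min, so it gives no check of that label. The values of ARS810 and of the genome with *SSDDCS* in the next paragraph have the direction expected from the labels.

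Most of the genome was earlier with *SSDDCS* in both deletion backgrounds, as the paper reports for strains with intact origins. The share was 89.7% of bins with ARS1008 and ARS1009 deleted and 89.1% with ARS816 and ARS818 deleted. Scaling by the bulk values may contribute, because with bulk values estimated from the data the share was 72.1% in the *ars1008∆ ars1009∆* background. In the *ars816∆ ars818∆* background it rose to 92.1%, which goes against that explanation there. The precision of these estimates in the real files was not tested. They moved the median *T*_rep_ of the *sml1∆ ars816∆ ars818∆* strain from 25.2 to 34.0 min. Relative to the genome median, bins within 50 kb of chromosome ends went from 2.13 min later without *SSDDCS* to -1.37 min with it in the *ars1008∆ ars1009∆* background, and from 0.848 to -1.23 min in the other. The median *T*_rep_ of bins within 2 kb of centromeres hardly changed, from 16.3 to 15.9 min and from 20.7 to 19.9 min. Relative to the genome median, which moved earlier, it went from -5.98 to -0.183 min and from -4.56 to -0.734 min. ARS810, passively replicated without *SSDDCS* according to the paper, had a *T*_rep_ of 32.1 and 31.5 min in the *sml1∆* strains and 13.2 and 19.9 min with *SSDDCS*.

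In the *sml1∆* pair, bins within 20 kb of chromosome ends were later in the *ars1008∆ ars1009∆* strain by 1.79 min after centring, at 16 of 21 ends. In the *SSDDCS* pair the value was 0.298 min, at 9 of 21 ends. A different range of *T*_rep_ was weighed in 2 ways. After the linear map 0.972 of the difference remained, but noise lowers the slope of that map, so it cannot rule a range difference out. With the partner scaled to the same median and SD, a test added later, 0.572 of the difference remained, so the range may account for part of it. Whether it comes from the culture, the library or the strain cannot be told from 1 time course each.

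Deviations of single timepoints from the fitted curves were weighed for a batch shared by all strains. Their correlation across bins, which are not independent, was 0.040 higher between strains at the same timepoint than at different ones, below the 0.1 set before the test. The mean was highest between the *SSDDCS* strains, at 0.116 over 11 timepoints with a maximum of 0.277 at 15 min. Next were the *ars1008∆ ars1009∆* strains, at 0.083 with a maximum of 0.223 at 10 min, while the other pairs had means from -0.014 to 0.032. A batch shared by the *SSDDCS* strains, or by the *ars1008∆ ars1009∆* strains, is not excluded. The contrast of the latter with the *ars816∆ ars818∆* strains gives the delays. The largest windows elsewhere argue against a batch acting across the genome as the source of the *IME2* delays. They were 4.84 and 7.00 min against 21.3 and 21.8 min with and without *SSDDCS*. The same holds at *NDT80* with *SSDDCS*, at 3.77 against 12.6 min. Without *SSDDCS* the values were 5.38 against 6.32 ± 4.66 min, so such a batch stays open there.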
